A study of Mus musculus with 8 samples. Its data were reported in "Genomic loci mispositioning in Tmem120a knockout mice yields latent lipodystrophy" (2022).

How the data were processed

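LaminB1-DamID was carried out in mouse 3T3-L1 cells, an established fibroblast line that differentiates into adipocytes in culture. DamID marks DNA close to a protein of interest by fusing that protein to a bacterial adenine methylase (Dam), which methylates the sequence GATC. LaminB1 lies at the nuclear envelope, so DNA methylated by the fusion is taken as DNA near the nuclear periphery, and free Dam serves as the control for accessibility. The series holds 8 libraries, 1 Dam and 1 LaminB1-Dam library in each of 4 conditions. These were preadipocytes, adipocytes at day 9 of differentiation, adipocytes with knockdown of Tmem120a, and adipocytes with knockdown of both Tmem120a and Tmem120b. No condition has a replicate.

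The authors mapped the reads to the mouse genome (mm9), took the log ratio of LaminB1-Dam to Dam for each DpnI fragment, and called lamina associated domains (LADs) by segmentation with the DNAcopy package. They deposited 1 list of LADs for each condition and 2 lists of differential regions. One holds regions in LADs of preadipocytes alone, called released here, and the other holds regions in LADs of adipocytes alone, called recruited here. The deposited lists hold positions only, with no score or ratio, so read depth and the strength of each LAD are unknown and no interval that needs depth is given. Each list was assigned to its condition by the abbreviation it carries. The rule by which the authors chose the differential regions from the LAD lists is not stated in full.

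The build was checked against the reference sequence of the same assembly (NCBIM37). LAD borders fell at GATC sites of that sequence for 97.8% of borders in the preadipocyte list, 96.5% in the adipocyte list, 98.6% in the Tmem120a knockdown list and 98.8% in the double knockdown list. Gene positions were taken from the GENCODE vM1 annotation of that assembly, and 22367 protein-coding genes on 21 chromosomes were used. Starts are given counting from 1, on the reading that the lists count from 0.

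Interval arithmetic was done by bp with numpy 2.4.6 in Python 3.11.15, intervals of proportions with scipy 1.17.1, and plots with matplotlib 3.10.9. Coverage was expressed as a share of the summed largest coordinates of the chromosomes in the lists, and also of the mm9 chromosome lengths. The overlap of 2 lists was measured as the Jaccard index, the shared length over the combined length, and set against 1000 circular rotations of one list within each chromosome. A released region was counted as affected by a knockdown when at least 50% of its length lay in a LAD of the knockdown list, and a recruited region when less than 50% did. These shares were set against 1000 draws of windows of the same lengths. For released regions the windows began at the outer border of a LAD and lay in neither the preadipocyte nor the adipocyte list. For recruited regions they began inside a border and lay in both lists. The number of regions affected in both knockdowns was set against 10000 permutations of the status in the double knockdown within each list and within 5 classes of length. All of these permutation tests are one-sided. They describe these lists and not the conditions, since no condition was measured more than once. The 95% intervals of proportions are Wilson intervals over regions, which are not independent of their neighbours, and they hold no error between cultures.

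Regions were named by a rule fixed before the data were examined. It takes the 3 longest regions of each differential list, and the 3 longest LADs that one knockdown list lacks entirely or holds alone. A lacked LAD was read as an adipocyte LAD with no overlap in one knockdown list and some overlap in the other. The 14 genes named are among those the study discusses. The other choices fixed at that stage were the tests above and the alternatives for the overlap, LAD length, gap length, region and chromosome settings. Counts over all protein-coding genes, the comparisons with other choices of the pair of lists, and the reading of gaps inside stretches called in both lists were added after values had been seen.

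The interval arithmetic and the calling of affected regions were checked by adding 636 of the 2021 released regions to the adipocyte list and taking 452 of the 1808 recruited regions out of it. All of them were called, as the construction fixes, so this checks the code and says nothing about power. With the knockdown lists rotated, so that no relation remained, the number of 100 rotated lists with a permutation p under 0.05 was 2 and 3 for released regions and 10 and 8 for recruited regions, so the control windows are somewhat too permissive for the recruited regions. The observed excess over control windows exceeded all 100 rotated lists in each case. Rotation also removes the overlap that all 4 lists share, so this outcome was close to fixed and does not test an effect of the knockdowns. With status drawn independently for 3829 regions, 4 of 100 runs gave a permutation p under 0.05. For counts, lengths, medians and means, for which the lists give neither replicates nor a binomial interval, an alternative was taken as changed when it moved by more than 1.5 times.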

Results

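LaminB1-DamID profiles were compared as lists of LADs in 4 conditions of 3T3-L1 cells: preadipocytes, adipocytes at day 9 of differentiation, adipocytes with Tmem120a knockdown, and adipocytes with double knockdown of Tmem120a and its paralog Tmem120b. Each list rests on 1 LaminB1-Dam and 1 Dam library, so no value below has a spread between replicates and differences between lists cannot be set against one. Read depth cannot be read from the lists.

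The first question was how much of the genome lay in LADs in each condition. The preadipocyte list held 3914 LADs covering 1192.5 Mb, or 45.2% of the genome span. The adipocyte list held 2542 LADs covering 1197.9 Mb, or 45.4%. The Tmem120a knockdown list held 5723 LADs covering 1163.9 Mb, or 44.1%, and the double knockdown list held 6971 LADs covering 1161.4 Mb, or 44.0%. Of the mm9 chromosome lengths these were 44.9%, 45.1%, 43.8% and 43.7%. Coverage thus differed little between the lists as deposited, while the number of LADs differed 2.74-fold between the adipocyte and the double knockdown list. The setting that moved the numbers most was a minimum LAD length of 100 kb, which left 1285 LADs in the adipocyte list and 2486 in the double knockdown list. Coverage was then 1142.4 Mb and 965.3 Mb.

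LADs were also of different lengths. The median LAD was 83.2 kb in preadipocytes, 103 kb in adipocytes, 59.1 kb in the Tmem120a knockdown and 60.7 kb in the double knockdown. The longest LAD was 10.5 Mb in preadipocytes, 10.0 Mb in adipocytes, 5.85 Mb in the Tmem120a knockdown and 4.13 Mb in the double knockdown. LADs of at least 1 Mb made up 66.6% of the LAD length in adipocytes, 49.7% in preadipocytes, 40.8% in the Tmem120a knockdown and 21.2% in the double knockdown. Each of the 2542 adipocyte LADs met on average 1.28 LADs of the preadipocyte list, 1.71 of the Tmem120a knockdown list and 2.02 of the double knockdown list. Gaps lying wholly inside adipocyte LADs numbered 1186 in preadipocytes, 2284 in the Tmem120a knockdown and 3065 in the double knockdown, with median lengths of 28.7 kb, 20.6 kb and 20.03 kb. With gaps under 50 kb closed, which left 1653 adipocyte LADs, the double knockdown list fell to 1.27 LADs per adipocyte LAD. The Tmem120a knockdown list fell to 1.19 and the preadipocyte list to 1.13, so the order was kept.

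**Figure D1:**
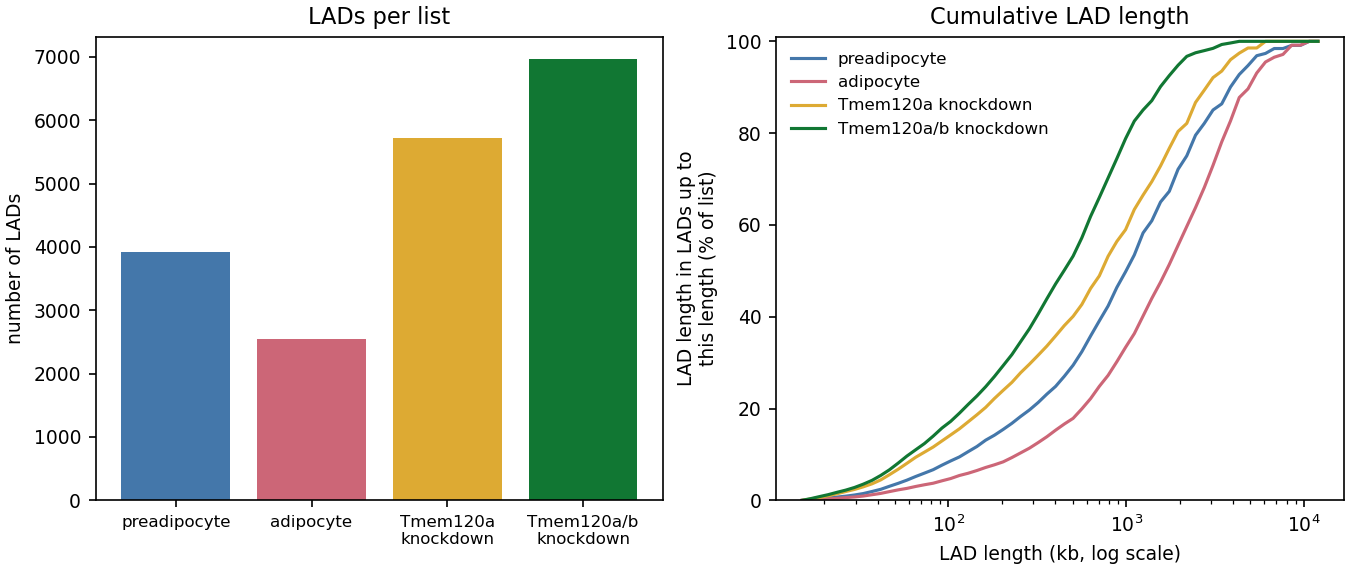
Left, number of LADs in each of the 4 lists. Right, share of each list's LAD length (%) that lies in LADs up to the length on the x axis (kb, log scale). LADs of at least 1 Mb hold 66.6% of the LAD length in adipocytes and 21.2% in the double knockdown.

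The lists were next compared in pairs. The Jaccard index was 0.814 for preadipocytes and adipocytes, 0.803 for adipocytes and the Tmem120a knockdown, and 0.752 for adipocytes and the double knockdown. Preadipocytes gave 0.780 with the Tmem120a knockdown and 0.764 with the double knockdown, and the 2 knockdown lists gave 0.755 with each other. Rotated lists gave means between 0.298 and 0.311, and in each of the 6 pairs no rotation reached the observed index (permutation test, one-sided, p = 0.001, the smallest that 1000 rotations can give). The adipocyte list was thus closer by this index to the preadipocyte list than to either knockdown list, although with gaps under 50 kb closed its index with the Tmem120a knockdown list, 0.827, exceeded that with the preadipocyte list, 0.824.

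To see what changed in adipogenesis, the preadipocyte and adipocyte lists were subtracted from each other. They shared 1072.5 Mb, which was 89.9% of the preadipocyte and 89.5% of the adipocyte LAD length. Stretches in LADs of preadipocytes alone summed to 120.03 Mb in 3199 pieces, and stretches in LADs of adipocytes alone to 125.4 Mb in 3052 pieces. The difference between these lengths depended on the setting, with 88.4 Mb lost and 138 Mb gained for LADs of at least 100 kb, and 122 Mb lost and 114 Mb gained with gaps under 50 kb closed. The deposited released regions numbered 2021 and covered 103 Mb (3.89% of mm9), with a median of 37.1 kb. The deposited recruited regions numbered 1808 and covered 109 Mb (4.10% of mm9), with a median of 40.6 kb. Each deposited region was identical to a piece of the subtraction.

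Differential regions were then placed relative to LADs present in both lists. Of the released regions, 52.9% (95% Wilson interval 50.8 to 55.1) touched a stretch that was in a LAD in both preadipocytes and adipocytes, and 12.7% touched one on both sides. Of the recruited regions, 81.4% (79.6 to 83.1) touched such a stretch and 46.7% did so on both sides. Among released regions of at least 30 kb the share was 45.7%. Whole preadipocyte LADs without any overlap in adipocytes numbered 1135 and covered 60.8 Mb, against 466 adipocyte LADs and 22.8 Mb in the other direction.

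A main question of the study was which of these regions depended on Tmem120a. In the Tmem120a knockdown list, 721 of 2021 released regions (35.7%, 33.6 to 37.8) lay in a LAD, against 14.7% ± 0.758 (SD over draws) of control windows. In the double knockdown list 944 (46.7%, 44.5 to 48.9) did, against 19.6% ± 0.860. Of the 1808 recruited regions, 837 (46.3%, 44.0 to 48.6) lay outside LADs in the Tmem120a knockdown list, against 20.3% ± 0.912 of control windows, and 1014 (56.1%, 53.8 to 58.4) in the double knockdown list, against 22.8% ± 0.893. No draw of control windows reached any of the 4 shares (permutation test, one-sided, p = 0.001, the smallest that 1000 draws can give). The shares depended on the overlap required. With any overlap counted as being in a LAD, 55.1% and 65.2% of released regions were in a LAD of the single and the double knockdown list, against 33.9% and 41.1% of control windows.

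**Figure D2:**
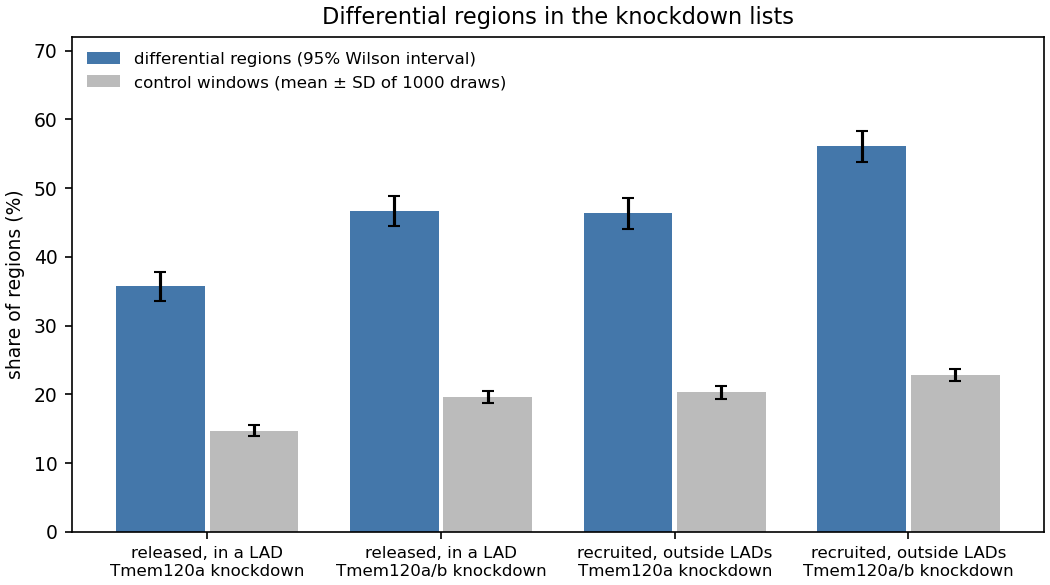
Share of differential regions (%) found in the state opposite to that of adipocytes in each knockdown list (blue, with 95% Wilson intervals) and of control windows (grey, mean ± SD of 1000 draws). All 4 blue bars, from 35.7% to 56.1%, stand above the control windows, from 14.7% to 22.8%.

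Control windows lie where the preadipocyte and adipocyte lists agree, whereas the differential regions were selected where they differ. The same reading was therefore made for other pairs of lists, a comparison added after values had been seen. All pieces of a subtraction at least as long as the shortest released region were used. Of the 2608 pieces in preadipocytes alone, 37.3% lay in a LAD of the Tmem120a knockdown and 46.7% in one of the double knockdown. Of the 2395 pieces in adipocytes alone, 51.6% and 44.4% did. Over the 20 other choices of a pair and a further list this share ran from 32.2% to 68.8%, so the 4 values lay inside that range. The series holds no second pair of adipocyte libraries that would give the share with no knockdown. By length, at stretches where preadipocytes and adipocytes differed, the Tmem120a knockdown list had the adipocyte state for 56.8% and the preadipocyte state for 43.2%. The double knockdown list had the adipocyte state for 46.1% and the preadipocyte state for 53.9%.

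**Figure D3:**
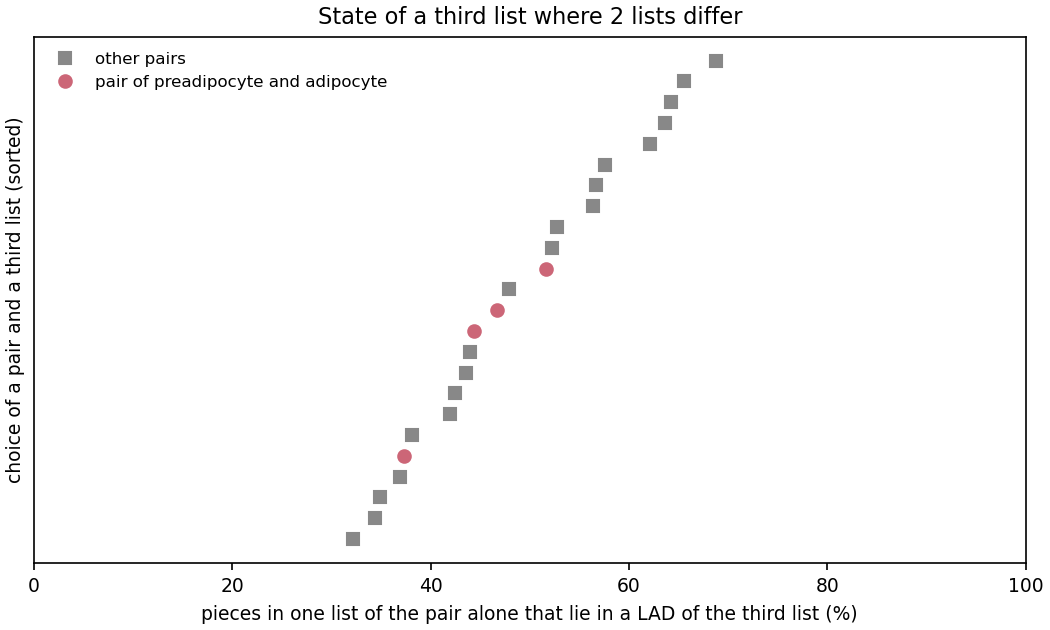
Share (%) of pieces found in one list of a pair alone that lay in a LAD of a further list, for all 24 choices of lists, sorted. The 4 choices that use the pair of preadipocytes and adipocytes (circles, 37.3% to 51.6%) lie among the 20 others (squares, 32.2% to 68.8%).

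The 2 knockdowns were compared region by region, since the study asked how far the paralogs shared loci. Of 3829 differential regions, 448 were affected in the Tmem120a knockdown alone, 1110 in both and 848 in the double knockdown alone, and 1423 in neither. Permuted status gave 813 ± 14.9 regions in both (SD over permutations), with a highest value of 871 (permutation test, one-sided, p = 0.0001, the smallest that 10000 permutations can give). Regions affected in both were 71.2% of those affected in the Tmem120a knockdown and 56.7% of those affected in the double knockdown. Both knockdowns were read against the same preadipocyte and adipocyte lists, so an error in either list marks a region in both, and permuted status does not hold that dependence. The relation was therefore also taken for every choice of the reference pair, a comparison added after values had been seen. The 5003 pieces of the subtraction at least as long as the shortest released region were used. The status in one knockdown had a correlation of 0.310 with that in the other within list and length class. It was taken across pieces, which are not independent replicates. Over the 5 other reference pairs, with the remaining lists in place of the knockdowns, this correlation ran from 0.216 to 0.480. The value for the preadipocyte and adipocyte pair lay inside that range, which rests on few pairs that share lists with each other.

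Over all 4 lists, 914.9 Mb lay in LADs throughout, which was 62.9% of the length in a LAD of any list. One list alone differed from the other 3 over 82.4 Mb for preadipocytes, 75.2 Mb for adipocytes, 93.1 Mb for the Tmem120a knockdown and 143.4 Mb for the double knockdown. With LADs of at least 100 kb the adipocyte list had 89.6 Mb and the Tmem120a knockdown list 62.9 Mb, while the double knockdown list still had the longest departure, 123 Mb.

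Genes were counted by LAD state, with any overlap of the gene body, in a count added after values had been seen. Of 22367 protein-coding genes, 4789 met a LAD in both preadipocytes and adipocytes and 16082 in neither. In preadipocytes alone, 1076 genes met a LAD, of which 445 (41.4%) met one in the Tmem120a knockdown and 597 (55.5%) in the double knockdown. For genes in LADs of neither list these shares were 5.76% and 7.91%. In adipocytes alone, 420 genes met a LAD, of which 166 (39.5%) met none in the Tmem120a knockdown and 180 (42.9%) none in the double knockdown. For genes in LADs of both lists these shares were 5.64% and 6.06%. The genes in neither or both lists were not matched for distance to a LAD border. Genes in LADs of preadipocytes or adipocytes alone were selected where these lists differ. The contrast by itself therefore does not measure an effect of the knockdowns.

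Among the genes the study discusses, Fh1 (ENSMUSG00000026526.7, chromosome 1, 177530505 to 177555766, mm9) lay wholly in a LAD in preadipocytes and in the Tmem120a knockdown and outside LADs in adipocytes, with 31.9% of its body in a LAD in the double knockdown. It lies in a released region of 59.9 kb (chromosome 1, 177512392 to 177572330). Parm1 had 17.9% of its body in a LAD in preadipocytes, 27.5% in the Tmem120a knockdown and 24.3% in the double knockdown, and Jazf1 had 21.5%, 20.2% and 23.6%. Both were outside LADs in adipocytes. Pla2g12a met a LAD in preadipocytes alone, with 22.1% of its body. Ak4 met LADs in preadipocytes (17.3%) and the double knockdown (42.6%), and Sema3c did so likewise (48.0% and 31.4%). Dctd met no LAD in any list, its nearest LAD lying 14.7 kb away in preadipocytes and 83.0 kb away in adipocytes. In the Tmem120a and the double knockdown it lay 23.9 kb and 30.4 kb away. The paper describes Dctd as moving to the nuclear envelope in adipogenesis and reports this by fluorescent in situ hybridization (FISH). The LAD calls do not show that move, and the lists cannot settle the difference. Cpe met a LAD in adipocytes alone, over 0.278% of its body. Klf9 met no LAD in any list, and neither did the knockdown targets Tmem120a and Tmem120b. What the paper reports for Klf9 concerns a predicted enhancer of the gene, whose position was not examined here.

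**Figure D4:**
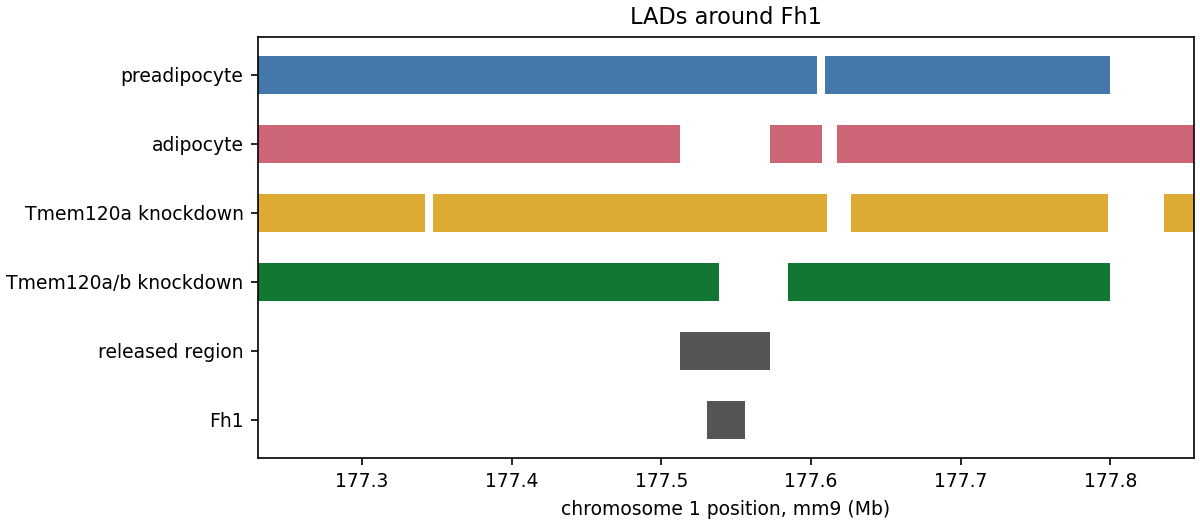
LADs of the 4 lists, the released region and the Fh1 gene on chromosome 1 (mm9, position in Mb). The adipocyte list is open over the whole gene, the Tmem120a knockdown list covers it, and the double knockdown list covers 31.9% of it.

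Of the muscle genes, Myh2 had 24.1% of its body in a LAD in preadipocytes and 92.6% in adipocytes, none in the Tmem120a knockdown and 44.8% in the double knockdown. Myh1 met no LAD by gene body. Ano5 rose from 43.9% in preadipocytes to 100% in adipocytes and had 75.2% and 88.9% in the single and the double knockdown. Unc13c rose from 54.1% to 100% and had 68.9% and 39.2%. Myo18b lay wholly in a LAD in both preadipocytes and adipocytes, and had 73.0% and 75.4% in the knockdowns. The paper describes Myo18b as recruited in adipogenesis, also by FISH, which the LAD calls do not show.

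The longest released regions were a stretch of 501 kb on chromosome 15 (93568090 to 94069106), one of 473 kb on chromosome 11 (108692290 to 109165066) and one of 443 kb on chromosome 2 (73856771 to 74299781). The first and the third hold no protein-coding gene and the second meets 4. In the Tmem120a knockdown 77.4%, 28.4% and 88.2% of their lengths lay in a LAD, and in the double knockdown 73.2%, 65.2% and 100%. The longest recruited regions were a stretch of 572 kb on chromosome 17 (60948376 to 61520004), one of 560 kb on chromosome 4 (29686658 to 30246905) and one of 513 kb on chromosome 15 (71254174 to 71767474). The first and the second hold no protein-coding gene and the third meets 2. In the Tmem120a knockdown 22.6%, 10.4% and 79.3% of their lengths lay in a LAD, and in the double knockdown 0%, 7.97% and 59.5%.

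Adipocyte LADs that one knockdown list lacked entirely while the other met them numbered 208 for the Tmem120a knockdown and 197 for the double knockdown. LADs held by a knockdown list alone numbered 741 and 1113. The 3 longest of all these were lacked adipocyte LADs. The double knockdown lacked one of 653 kb on chromosome 10 (48826011 to 49478790), which meets 1 protein-coding gene, and one of 459 kb on chromosome 7 (111520752 to 111979767), which meets 15. The Tmem120a knockdown lacked one of 459 kb on chromosome 4 (85702612 to 86161917), which meets 2.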

Values the study reported

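The study reported that LADs took up between 43.7% and 45.1% of the genome in all conditions. It gave 3.9% of the genome in LADs lost and 4.1% in LADs gained during differentiation. Differential regions lay at the edges of LADs that were truncated in 87% and expanded in 53% of cases. The study counted 1,104 genes in lost LADs and 577 in newly formed ones. Of the former, 385 (35%) failed to be released with Tmem120a knockdown and 480 (43%) with the double knockdown. Of the latter, 136 (24%) depended on Tmem120a and 161 (28%) on both paralogs. Of the affected loci, it assigned 633 to Tmem120a with nothing more altered in the double knockdown, 886 to the double knockdown alone, and 388 to a class in which the paralogs appeared to affect different genes of a locus.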

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

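The only alternatives chosen after values were seen were those for the counts of protein-coding genes.

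All 75 alternative values that carried a test lay on the same side of what random placement or permutation gave. These were 32 values of the 4 shares of affected regions, 36 of the pairwise overlaps and 7 of the overlap between knockdowns. Each had the smallest p its permutations can give, far from the random values, so these calls had little room to change and do not show stability. The sizes did move. Released regions in a LAD ran from 22.4% (at least 80% of the region) to 55.1% (any overlap) in the Tmem120a knockdown and from 30.5% to 65.2% in the double knockdown. Recruited regions outside LADs ran from 24.4% (any overlap) to 60.5% (at least 80%) and from 31.8% to 69.3%. Control windows placed 50 kb from the border gave 7.50%, 10.3%, 9.57% and 11.9% in place of 14.7%, 19.6%, 20.3% and 22.8%. Regions affected in both knockdowns numbered 731 with regions of at least 30 kb, since fewer regions enter. They numbered 1478 with all pieces of the subtraction at least as long as the shortest deposited region.

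LADs of at least 100 kb numbered 1752 in preadipocytes, 1285 in adipocytes, 1991 in the Tmem120a knockdown and 2486 in the double knockdown, with median lengths of 324 kb, 451 kb, 252 kb and 246 kb. With gaps under 50 kb closed they numbered 2480, 1653, 3096 and 3425, and the medians rose to 145 kb in preadipocytes and 218 kb in adipocytes. The double knockdown then had 1.27 LADs per adipocyte LAD, the Tmem120a knockdown 1.19 and preadipocytes 1.13. With LADs of at least 30 kb the adipocyte median was 156 kb. These changes follow from what each setting removes or joins. In all of these settings the adipocyte list had the fewest LADs and the double knockdown list the most. Among released regions of at least 30 kb, 45.7% touched a LAD present in both lists, and the cause was not tested.

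Orders that rest on small differences did turn. With gaps under 50 kb closed, coverage was highest in the double knockdown, at 1234.8 Mb against 1217.2 Mb in adipocytes, so the lower coverage of the knockdown lists depends on short gaps. With LADs of at least 100 kb the difference went the other way and was larger. Coverage was then 1142.4 Mb in adipocytes, 1001.4 Mb in the Tmem120a knockdown and 965.3 Mb in the double knockdown. With LADs of at least 100 kb, 88.4 Mb were lost and 138 Mb gained in adipogenesis, while with gaps under 50 kb closed 122 Mb were lost and 114 Mb gained. Shares of LADs with a reciprocal overlap of at least 50% have the first list of each pair as their base. Shares on different bases were not ranked. Of the preadipocyte LADs, 27.9% had such an overlap in adipocytes, 34.7% in the Tmem120a knockdown and 33.2% in the double knockdown. On this base adipocytes came last, while by the Jaccard index they came first. Of the adipocyte LADs, 41.2% had one in the Tmem120a knockdown and 34.7% in the double knockdown, the order of the Jaccard index.

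By promoter window in place of gene body, 11 of 56 states of a named gene in a list changed, and 23 of the 56 were in a LAD in place of 30. Fh1 in the double knockdown, Cpe in adipocytes, Sema3c in preadipocytes and the double knockdown, Ano5 in preadipocytes, Myo18b in the Tmem120a knockdown, and Unc13c in preadipocytes and both knockdowns were then outside LADs. Myh1 in adipocytes, with 22.0% of the window, and Myh2 in the Tmem120a knockdown, with 30.3%, were then in a LAD. Genes in LADs of preadipocytes alone numbered 818 by at least 50% of the gene body and 882 by start site. A stricter threshold on a value per LAD was not run, since the lists carry no value. No paired analysis was possible because no condition has a replicate. Depth limits all of these results, since it is unknown and a difference in depth between libraries could change how finely LADs are divided. The lists hold no depth, so this could not be tested.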

Other observations

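The tests of other pairs of lists, of the X chromosome, of GC content and of the list that departs alone, and all readings inside stretches called in both preadipocytes and adipocytes, were chosen after the result was seen.

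The share of released regions touching a retained LAD was 52.9%. That is lower than the value quoted from the study above for truncated LADs. The share of recruited regions was 81.4%. That is higher than the value quoted from the study above for expanded LADs. The study does not state how an edge was defined or what its shares are of, so the measures may differ. Exchanging the quoted values for truncated and expanded LADs would bring both close to the shares here, and whether they were exchanged is not known. The share of genes in LADs of adipocytes alone that met none in the Tmem120a knockdown was 39.5%. That is higher than the value quoted from the study above. The share for the double knockdown was 42.9%. That is higher than the value quoted from the study above. For genes in LADs of preadipocytes alone, the shares that met a LAD in the single and the double knockdown were 41.4% and 55.5%. Those are also higher than the values quoted, by less than for the other direction. By start site these shares were 31.97% and 44.7%, and those outside LADs for genes in LADs of adipocytes alone were 48.8% and 52.7%. The former are close to the quoted values and the latter are further from them. By at least 50% of the gene body the shares were 34.5% and 49.5%, and 44.1% and 54.1%. The sets of genes also differ from those of the study, which counted genes located within differential regions. By any overlap, 420 genes here met a LAD in adipocytes alone, fewer than the study counted in newly formed LADs. The shares are therefore not of the same genes. Regions affected in both knockdowns numbered 1110. That is higher than the value quoted from the study above for loci with no further change in the double knockdown, though the classes there are of loci and are not defined as here.

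The deposited differential lists leave out pieces of the subtraction that are as long as those they hold. Of 2608 pieces in preadipocytes alone, 587 are left out, and of 2394 in adipocytes alone, 586. Their median lengths are 19.4 kb and 18.5 kb, and the longest are 177 kb and 162 kb. The pieces on chromosome Y, 6 and 8, are among them. No explanation of the choice was tested. With all pieces of that length used, 37.3% and 46.7% of released and 48.4% and 55.6% of recruited pieces were affected in the single and the double knockdown.

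Between 35.7% and 56.1% of the released and recruited regions had the preadipocyte state in a knockdown list. Unstable borders of short regions are argued against as the whole cause. Among released regions of at least 63.4 kb and recruited regions of at least 71.4 kb, 33.4% of released regions were in a LAD of the Tmem120a knockdown, against 6.29% of control windows of the same lengths, and 51.5% of recruited regions were outside LADs, against 7.79%. In the double knockdown the shares were 47.6% and 69.0%. What stays open includes the selection of the regions. If stretches close to the calling threshold differ between any pair of lists, another list would take either state there at similar rates, and the share of 37.3% for preadipocyte pieces in the Tmem120a knockdown lay inside the range over other choices, 32.2% to 68.8%. That range is wide, so the test is weak, and an effect of the knockdowns is not excluded. A second adipocyte library would separate them, since it would give the share expected with no knockdown. The excess over control windows by itself may therefore reflect the selection, the knockdowns, or both.

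The adipocyte list might depart from the others because of its own libraries, which would make both knockdown lists look like preadipocytes. Where preadipocytes and adipocytes differed, the Tmem120a knockdown had the preadipocyte state over 106 Mb and the double knockdown over 132 Mb. Of these, 75.2 Mb were common to both, which was 70.9% and 56.8%, and there the adipocyte list alone differed from the others. An error of the adipocyte list cannot be told apart from a shared effect of the knockdowns at these stretches, since adipocytes were profiled once. In the lists as deposited the adipocyte list alone differed over less length than any other list alone, and with LADs of at least 100 kb over 89.6 Mb, second to the double knockdown, but neither bounds such an error.

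The knockdown lists had more and shorter LADs. Splitting at random positions is argued against as the whole cause. Of the Tmem120a knockdown gaps inside adipocyte LADs, 38.8% met a gap of the double knockdown, against 26.5% for gaps placed at random in the same LADs (permutation test, one-sided, p = 0.001, the smallest possible). Inside stretches that both preadipocytes and adipocytes called, where an error of the adipocyte list alone can make no gap, the values were 24.9% and 17.1%. Most gaps were still not shared. Sparse GATC sites are also argued against, with 2.57 sites per kb in Tmem120a knockdown gaps and 2.57 at random. A noisier ratio that splits LADs at their weak stretches stays open, since the lists carry no ratio. Tmem120a knockdown gaps met preadipocyte gaps in 24.0% of cases against 14.7% at random, but a stretch called in adipocytes alone makes both gaps, so weak stretches shared with preadipocytes cannot be told apart from such calls.

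Release of gene starts was a candidate explanation of the gaps. Inside adipocyte LADs, Tmem120a knockdown gaps held 3.30 gene starts per Mb against 2.62 at random (permutation test, one-sided, p = 0.001, the smallest possible), and double knockdown gaps 2.96 against 2.56 (permutation p = 0.005). Inside stretches called in both preadipocytes and adipocytes the excess was no longer past 0.05, with 3.72 against 3.29 (permutation p = 0.0629) and 3.16 against 3.05 (permutation p = 0.3117). The first result may rest on stretches that preadipocytes did not call, or the smaller number of gaps may hide it, and the explanation cannot be told apart from differences of the adipocyte list.

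The X chromosome, singled out after its values were seen, had 64.2% of its length in LADs in adipocytes, 60.1% in the Tmem120a knockdown and 54.9% in the double knockdown. From adipocytes to the double knockdown its coverage fell by 9.34 percentage points, while the 19 autosomes changed by -4.44 to 4.13 points. Lower read depth on the X chromosome cannot be told apart from an effect of the knockdown, since the lists hold no depth and its link to the division of LADs was not measured. With 3.20 LADs per Mb of LAD in preadipocytes the X chromosome lay inside the autosomal range, 2.60 to 5.23, and with 1.94 in adipocytes inside 1.62 to 3.36. In the Tmem120a knockdown it had 5.26, inside 3.41 to 7.22, and its coverage changed by -4.09 points from adipocytes, less than the -4.52 points of chromosome 4. In the double knockdown it had 8.17, above the autosomal highest of 7.76. Chromosome Y, with 16 LADs in the double knockdown, also lay outside the autosomes there. Its coverage changed by -5.84 points from adipocytes, and it had 14.6 LADs per Mb of LAD. Only 2702555 of its 15902555 bp are sequenced, and coverage is a share of the full length. Its change in points is therefore understated and not comparable in size with those of the autosomes. Unlike the X chromosome, chromosome Y was also above the autosomal range of LADs per Mb of LAD in preadipocytes, at 6.85, and in adipocytes, at 4.45.

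Between preadipocytes and adipocytes, LAD coverage changed by -3.91 points on chromosome 19 and -3.08 on chromosome 11, and by 2.74 on the X chromosome, all chosen after their values were seen. Over 20 chromosomes, which are not independent samples, this change had a Pearson r of -0.549 with GC content (two-sided permutation p = 0.0125, 0.0187 after Benjamini-Hochberg adjustment over 3 relations) and a Spearman rho of -0.433 (two-sided permutation p = 0.057, 0.057 adjusted). Without chromosomes 11 and X, the farthest of these 20 from the median GC content, r was -0.25, so the relation rests on them. The changes from adipocytes to the Tmem120a and the double knockdown gave r of 0.523 and 0.628 (two-sided permutation p = 0.0193 and 0.00408, adjusted 0.0193 and 0.0122), rho of 0.537 and 0.466 (two-sided permutation p = 0.0157 and 0.0393, adjusted 0.047 and 0.057), and r of 0.26 and 0.296 without those chromosomes. Chromosome Y entered none of the 3 relations. It had the lowest GC content, 38.96%, and its change from preadipocytes to adipocytes, -0.139 points, goes against the first relation. Its changes from adipocytes to the Tmem120a and the double knockdown, -3.12 and -5.84 points, go with the others. Most of its length is unsequenced, so only the signs of its changes were read. All 3 relations use the adipocyte list, and an error in that list alone would give the first a sign opposite to the others. Released regions had a GC content of 42.5% and recruited regions 39.2%. A difference in GC bias between libraries cannot be told apart from a change at gene-dense chromosomes, because GC content and gene density go together and few chromosomes carry the relation.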
